A study of Homo sapiens with 8 samples. Its data were reported in "Senataxin prevents replicative stress induced by the Myc oncogene" (2025).

How the data were processed

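Double-strand breaks (DSBs) were mapped by in-suspension breaks labelling in situ and sequencing (sBLISS), in which break ends of fixed cells are blunted in situ and ligated to an adapter that carries a unique molecular identifier (UMI), so that sequenced fragments begin at a break and copies of 1 fragment made by PCR can be removed. The cells were U2OS, a human osteosarcoma line, expressing MycER, a fusion of Myc with the hormone-binding domain of the oestrogen receptor that is switched on by 4-hydroxytamoxifen (OHT). Per the labels, the cells carried either a non-targeting shRNA (shNT) or an shRNA against CDK12 (shCDK12), a transcription-associated kinase, under the control of 1 µg/mL doxycycline. Activation of MycER lasted 40 h, at an OHT concentration of 300 nM. Cells were arrested in mitosis with 100 ng/mL nocodazole for 8 h, collected by shake-off, released for 18 h and fixed with 2% paraformaldehyde. The labels name 8 libraries in 4 groups of 2 replicates: shNT, shCDK12, shNT+OHT and shCDK12+OHT. The 4 libraries of the OHT-treated groups entered the comparisons. The 4 libraries without OHT were not analysed here, so no value below has a background from cells without MycER activation.

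The deposited values are coordinates: each list gives the chromosome, start and end of the regions enriched in breaks (BLISS+ regions), called by the authors separately in each library. The methods of the study describe removal of PCR duplicates by UMI, removal of reads of low mapping quality, division of the genome into 2 kb bins, counting of UMIs per bin, a fixed coverage threshold above which a bin was called, and merging of called bins across gaps of up to 2 kb. Those methods also describe down-sampling of libraries to equal numbers of break positions. Whether the lists analysed here were made with the same threshold and down-sampling is not stated. All starts and ends were multiples of 2000 bp and the smallest gap between neighbouring regions was 4 kb in every list. No signal, read count or score accompanies the regions, so the depth of each library is unknown. A fixed threshold on UMIs makes the number of called bins depend on library yield, and a region that falls short of the threshold in 1 library can hold breaks there. Intervals given for shares cover counting error only, and neighbouring regions are not independent of one another.

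Coordinates are those of hg19. The study's methods name this build for the shNT+OHT lists, and regions extended past the hg38 chromosome ends in all 4 lists (1 and 3 regions in shNT+OHT replicates 1 and 2, 32 and 25 regions in shCDK12+OHT replicates 1 and 2). A genome sequence and gene annotation of hg19 were not used here, so the share of regions at promoters and the GC content, which had been planned, were not computed and no genes are named. Coordinates are given counted from 1.

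For each library, the number of regions, the covered length and the mean region width were computed, and the groups were compared by an exact permutation test over the 6 relabellings of the 4 libraries (two-sided). With 2 libraries against 2, the smallest p-value this test can give is 0.333. Together with those of clustering and of the Jaccard index, defined below, there were 5 exact comparisons of library values, and Benjamini-Hochberg adjustment over them left every value at 0.333. The same test was run on the share of regions of each of 24 chromosomes and adjusted over these 24, where the smallest adjusted value was 0.5. Overlap was the share of regions of 1 list that shared at least 1 bp with another list, with a Wilson 95% interval. Chance overlap was the mean of 1000 circular shifts of 1 list along each chromosome, and the one-sided permutation p-value cannot be smaller than 0.001. Replicates of a group were joined by their union for the comparison between groups, as in the study. Similarity of 2 libraries was also expressed as the Jaccard index, the shared length divided by the length covered by either list. The distribution over chromosomes was tested by a chi-square statistic against 100000 simulated tables (smallest p-value 1e-05) with Cramér's V as the effect size, which runs from 0 for equal distributions to 1. Clustering was the share of regions with a neighbour within 100 kb after every list had been drawn down to the size of the smallest (mean of 100 draws). The overlap test was tested on simulated data: with 788 regions and 0, 10, 30 or 60% of them planted in a second list, it returned 0.266, 10.2, 30.1 and 60.1%, and p-values below 0.05 in 0, 10, 10 and 10 of 10 draws.

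Regions were named by a fixed rule: the 3 longest merged regions present in both shCDK12+OHT replicates and touching no shNT+OHT region, the 3 longest present in both shNT+OHT replicates and touching no shCDK12+OHT region, and the 3 longest present in all 4 libraries, with ties broken by chromosome name and start. Chromosomes were named as the 3 with the largest change in share of regions that went the same way in every comparison of single libraries. These rules, the tests and most alternatives (wider merging, regions of at least 4 kb, autosomes, other definitions of overlap and of chance, lists of equal size, each library left out, same-numbered replicates taken as pairs) were set before the data were examined. After several chromosomes were seen to have no region at all in some lists, every result was also computed on the 8 chromosomes listed in all 4 libraries (1, 2, 4, 6, 7, 8, 10 and 14), and chance overlap was computed with shifts of 20 kb to 2 Mb. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.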

Results

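To ask how silencing of CDK12 changes the break landscape of cells with activated MycER, BLISS+ regions of shNT+OHT and shCDK12+OHT cells in late S phase were compared, with 2 libraries per group. The lists held 1192 and 788 regions in shNT+OHT replicates 1 and 2, and 4581 and 3650 regions in shCDK12+OHT replicates 1 and 2. Several lists held no region on some chromosomes. Both shNT+OHT lists covered 13 of 24 chromosomes, but not the same 13, whereas the shCDK12+OHT lists covered 22 and 23. In shNT+OHT, chromosomes 11, 12, 13, 16, X and Y were absent from both lists, chromosomes 5, 18, 19, 20 and 22 were absent from replicate 1 alone, and chromosomes 3, 9, 15, 17 and 21 were absent from replicate 2 alone. In shCDK12+OHT, chromosomes 19 and X were absent from replicate 1 and chromosome Y from replicate 2. Depth per library is unknown, because the lists carry coordinates without counts.

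More BLISS+ regions were listed in shCDK12+OHT than in shNT+OHT. The mean number was 990.0 ± 286 (SD, n = 2) in shNT+OHT and 4116 ± 658 (SD, n = 2) in shCDK12+OHT, a log2 ratio of 2.06. Each shCDK12+OHT library exceeded each shNT+OHT library, and the exact permutation p-value was 0.333, the smallest that 2 against 2 libraries allow. The alternative that moved this ratio most was the restriction to regions of at least 4 kb, which gave a log2 ratio of 3.21. On the 8 chromosomes listed in all 4 libraries the log2 ratio was 1.47, with 1024 and 628 regions in shNT+OHT and 2543 and 2049 in shCDK12+OHT.

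The covered length rose in parallel. Regions spanned 3.18 and 2.00 Mb in shNT+OHT replicates 1 and 2 (mean 2.59 Mb ± 0.830, SD, n = 2), against 14.7 and 10.8 Mb in shCDK12+OHT (mean 12.7 Mb ± 2.81, SD, n = 2), a log2 ratio of 2.30 with an exact permutation p-value of 0.333. The median width was 2 kb, a single bin, in every library. Single-bin regions made up 87.1 and 88.3% of the shNT+OHT lists and 70.3 and 75.0% of the shCDK12+OHT lists. Accordingly, the mean width was 2.67 and 2.54 kb in shNT+OHT and 3.22 and 2.95 kb in shCDK12+OHT, a difference of 0.477 kb (exact permutation p-value 0.333). This difference changed direction when regions were merged across gaps of up to 50 kb (-1.32 kb) and when single-bin regions were left out (-0.969 kb), so it did not hold for every definition of a region.

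**Figure D1:**
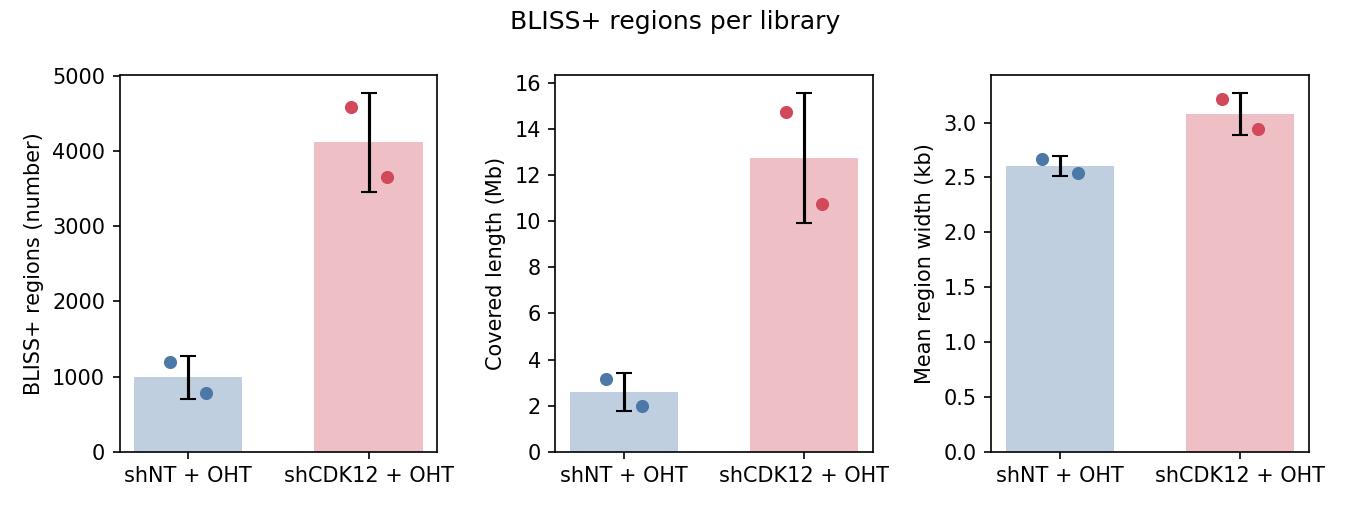
Number of BLISS+ regions, covered length (Mb) and mean region width (kb) in shNT+OHT and shCDK12+OHT. Points are the 2 libraries of each group, bars their mean and error bars 1 SD; both shCDK12+OHT libraries lie above both shNT+OHT libraries in all 3 panels.

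Next, the agreement of replicates was measured as the share of regions touched by the other replicate. In shNT+OHT, 255 of 788 regions of replicate 2 (32.4%, 95% Wilson interval 29.2 to 35.7) overlapped a region of replicate 1, and 244 of 1192 regions of replicate 1 (20.5%, 18.3 to 22.9) overlapped a region of replicate 2. In shCDK12+OHT the shares were higher: 2605 of 3650 regions of replicate 2 (71.4%, 69.9 to 72.8) and 2583 of 4581 regions of replicate 1 (56.4%, 54.9 to 57.8). Circular shifts gave 0.316 and 0.217% in shNT+OHT and 0.789 and 0.634% in shCDK12+OHT. All 4 shares exceeded every shift, with a permutation p-value of 0.001, the smallest the shifts can give, and the same value after Benjamini-Hochberg adjustment over the 6 overlap tests. Part of the lower agreement in shNT+OHT came with the chromosomes listed in only 1 replicate: on the 8 chromosomes listed in all libraries the shares were 40.6 and 23.8% in shNT+OHT and 71.7 and 57.1% in shCDK12+OHT. The restriction to regions of at least 4 kb moved the share of shNT+OHT replicate 2 most, to 46 of 92 regions, and counting regions within 10 kb of each other moved the other 3 most, to 28.9% in shNT+OHT replicate 1 and to 77.0 and 63.0% in shCDK12+OHT replicates 2 and 1.

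The union of replicates held 1697 regions in shNT+OHT and 5544 in shCDK12+OHT. Regions touched by both replicates made up 271 of the former (16.0%) and 2642 of the latter (47.7%). Of the shNT+OHT regions, 671 (39.5%, 95% Wilson interval 37.2 to 41.9) were touched by a shCDK12+OHT region, against 0.994% by chance. Of the shCDK12+OHT regions, 658 (11.9%, 11.04 to 12.75) were touched by a shNT+OHT region, against 0.308% by chance. Both permutation p-values were 0.001, the smallest possible, before and after adjustment. The share of shNT+OHT regions found again depended most on the size of the other list: after drawing the shCDK12+OHT union down to 1697 regions it was 12.2% ± 0.661 (SD over 100 draws). The share of shCDK12+OHT regions depended on single libraries, falling to 6.53% without shNT+OHT replicate 1 and to 7.78% when only the libraries numbered 2 were compared, both above chance. Over the chromosomes listed in all libraries it was 16.9%, and the share of shNT+OHT regions was 38.5%.

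When all 4 lists were merged, 6506 regions resulted. Of these, 973 (15.0%) had a region in shNT+OHT only, 4836 (74.3%) in shCDK12+OHT only, and 697 (10.7%) in both groups. The classes held 800 (20.7%), 2517 (65.1%) and 551 (14.2%) of the 3868 merged regions on the 8 chromosomes listed in all libraries. Presence in both replicates narrowed these classes to 64 regions in shNT+OHT without any shCDK12+OHT region, 2210 regions in shCDK12+OHT without any shNT+OHT region, and 145 regions in all 4 libraries. Of these, 64, 1151 and 145 lay on the 8 chromosomes listed in all libraries. The regions of all 4 libraries were wider, with a mean of 8.47 kb against 3.10 kb over all merged regions. Part of this difference follows from the definition, since merging can only widen a region and a wider region is touched more easily. Absence from a list means only that no region is listed there, including on chromosomes for which a list holds no region at all.

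The longest regions of each class are given by position on hg19, without annotation of genes or repeats. Regions where reads map poorly were therefore not told apart from sites of breaks. In both shCDK12+OHT replicates and no shNT+OHT library, these were a 16 kb region on chromosome 1 (94700001 to 94716000), a 14 kb region on chromosome 14 (69614001 to 69628000) and a 14 kb region on chromosome 5 (36870001 to 36884000), the last on a chromosome that is absent from the list of shNT+OHT replicate 1. In both shNT+OHT replicates and no shCDK12+OHT library, the longest was an 8 kb region on chromosome 7 (61906001 to 61914000), followed by 6 kb regions on chromosome 4 (34584001 to 34590000) and chromosome 6 (57540001 to 57546000), the last being 1 of 6 merged regions of that width in its class. In all 4 libraries, the longest were 52 kb and 48 kb regions on chromosome 10 (39104001 to 39156000 and 38772001 to 38820000) and a 48 kb region on chromosome 2 (89832001 to 89880000). The chromosome 2 region spanned the full 48 kb in each library, whereas the first chromosome 10 region spanned 50 and 18 kb in shNT+OHT and 52 and 8 kb in shCDK12+OHT.

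**Figure D2:**
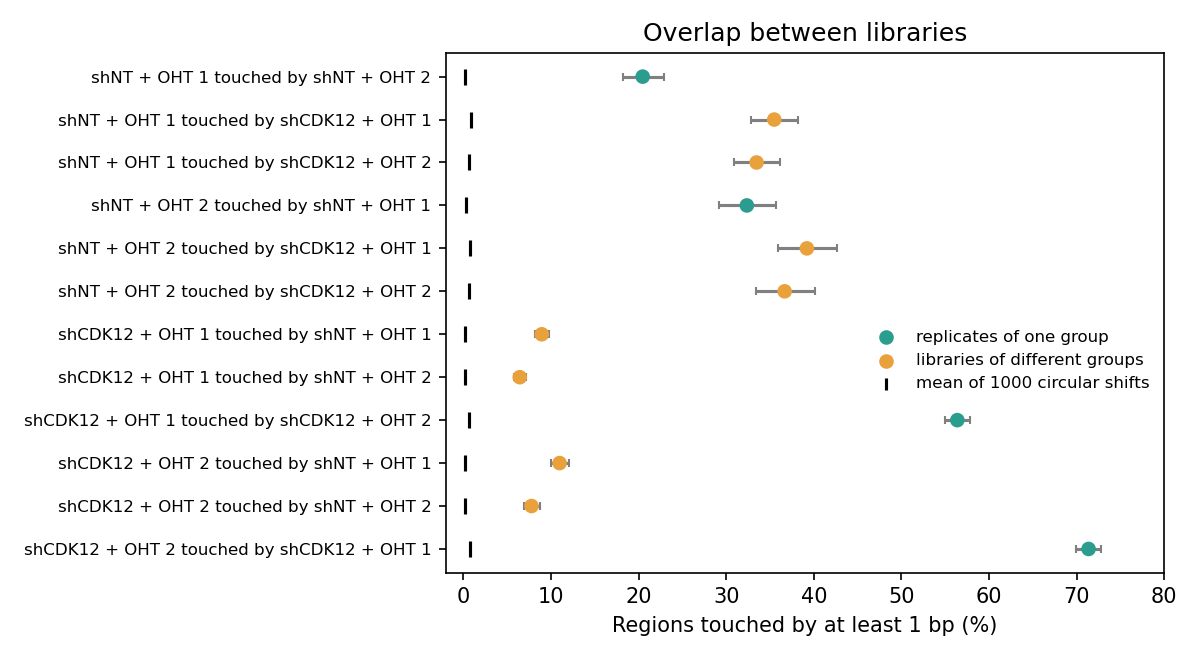
Share of BLISS+ regions of each library (%) that share at least 1 bp with another library, for all ordered pairs of the 4 libraries. Points are observed shares with 95% Wilson intervals, and vertical ticks are the mean of 1000 circular shifts; the highest shares, 71.4 and 56.4%, are those between the shCDK12+OHT replicates.

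The Jaccard index was higher for libraries of 1 group than for libraries of different groups. It was 0.171 between the shNT+OHT replicates and 0.441 between the shCDK12+OHT replicates. Between groups it ranged from 0.0582 to 0.0867 over the 4 pairs. The within-group mean exceeded the between-group mean by 0.233, with an exact permutation p-value of 0.333, the smallest that the 3 splits into pairs allow. List length fixes part of this order, since the index cannot exceed the shorter length divided by the longer: this ceiling was 0.136 to 0.296 between groups, 0.631 in shNT+OHT and 0.730 in shCDK12+OHT. Relative to the length shared by chance, the shared length was 135-fold in shNT+OHT and 117-fold in shCDK12+OHT. Between groups it was 60.6- to 83.7-fold (exact permutation p-value 0.333). This ratio also depends on list length, because its highest possible value falls as the longer list grows. It therefore cannot decide the order for shNT+OHT, whose lists are shorter. Among pairs with shCDK12+OHT replicate 1 as the longer list, the ratio was 117-fold with its own replicate. With shNT+OHT replicates 1 and 2 it was 60.6- and 68.1-fold. The higher value within groups did not hold for every measure of a single pair: 32.4% of the regions of shNT+OHT replicate 2 were touched by its own replicate, and 39.2 and 36.7% by the longer lists of shCDK12+OHT replicates 1 and 2. When only chromosomes listed in all libraries were used, these shares were 40.6% against 39.97 and 38.2%, with overlapping intervals, whereas for shNT+OHT replicate 1 they were 23.8% against 34.7 and 33.2%.

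The distribution of regions over chromosomes differed between groups (Cramér's V 0.322, permutation p-value 1e-05, the smallest the simulated tables can give). It also differed between the replicates of shNT+OHT (V 0.426, permutation p-value 1e-05) and of shCDK12+OHT (V 0.101, permutation p-value 1e-05), and adjustment over these 3 tests left the p-values at 1e-05. The simulated tables treat regions as independent, which neighbouring regions are not. Their p-values therefore do not measure the spread between libraries. On the 8 chromosomes listed in all libraries, no difference between replicates was detected (V 0.0490 with p-value 0.785 in shNT+OHT, V 0.0405 with p-value 0.375 in shCDK12+OHT), while the groups still did (V 0.234, permutation p-value 1e-05, 3e-05 after adjustment).

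Chromosome 8 changed most. It held 27.2% ± 0.999 (SD, n = 2) of the regions in shNT+OHT and 9.22% ± 0.0148 (SD, n = 2) in shCDK12+OHT. On the 8 chromosomes in common its share was 32.9% ± 0.538 (SD, n = 2) and 16.5% ± 0.104 (SD, n = 2). Chromosome 7 held 13.3% ± 1.65 (SD, n = 2) in shNT+OHT and 5.18% ± 0.313 (SD, n = 2) in shCDK12+OHT, and on the chromosomes in common 16.1% ± 1.14 and 9.27% ± 0.486 (SD, n = 2). Both differences exceeded the spread between replicates, at an exact permutation p-value of 0.333 (0.5 after adjustment over 24 chromosomes). In numbers of regions neither chromosome fell: chromosome 8 held 333 and 209 regions in shNT+OHT and 422 and 337 in shCDK12+OHT, and chromosome 7 held 173 and 96 against 227 and 197. Chromosome 12 was the third by size of change, from no listed region in either shNT+OHT library to 4.34% ± 0.0610 (SD, n = 2) in shCDK12+OHT. Because the whole chromosome is absent from both shNT+OHT lists, this change has no measured starting value. Over the chromosomes in common, chromosome 1 changed more than chromosome 7, from 6.27% ± 0.530 to 16.5% ± 0.665 (SD, n = 2), a change of 10.2 percentage points against -6.82; it lay outside the naming rule and was added after its values were seen. Shares are also relative to what else is listed: chromosomes 2, 4, 10 and 14 had lower mean shares in shCDK12+OHT over all chromosomes (changes of -0.459, -2.56, -1.41 and -1.40 percentage points) and higher mean shares over the chromosomes in common (4.82, 0.206, 1.22 and 2.20 percentage points). For chromosome 2 the change over all chromosomes did not go the same way in every comparison of single libraries. Neither did that of chromosome 4 over the chromosomes in common (10.06 and 9.71% in shNT+OHT, 9.40 and 10.79% in shCDK12+OHT).

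**Figure D3:**
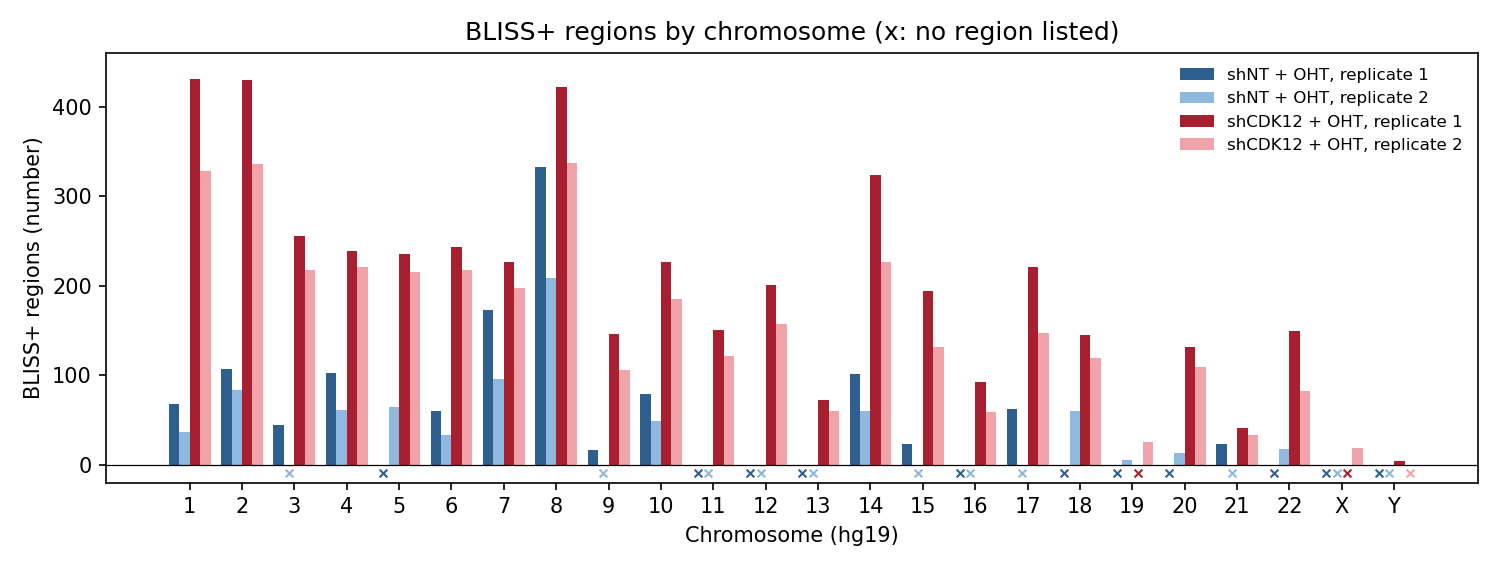
Number of BLISS+ regions per chromosome (hg19) in the 4 libraries, with crosses where a list holds no region. Chromosome 8 stands highest in both shNT+OHT libraries, with 333 and 209 regions, and chromosomes 11, 12, 13 and 16 hold none in either.

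Finally, regions of shNT+OHT lay closer together along chromosomes once all lists were drawn to 1 size. In lists of 788 regions each, 46.1 and 43.4% of shNT+OHT regions had a neighbour within 100 kb, against 14.8 and 12.5% in shCDK12+OHT, a difference of -31.1 percentage points (exact permutation p-value 0.333). Random placement on the same chromosomes gave 13.99 and 13.33% in shNT+OHT and 6.70 and 6.32% in shCDK12+OHT, below the observed share in each library. The difference was smallest without drawing the lists to 1 size, at -4.81 percentage points (exact permutation p-value 0.667). There the groups overlapped, with 54.1 and 43.4% in shNT+OHT and 48.5 and 39.4% in shCDK12+OHT. On the 8 chromosomes in common, with lists of 628 regions each, the difference was -25.6 percentage points. Drawing regions at random need not imitate a lower yield, so unknown depth may contribute to these differences.

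**Figure D4:**
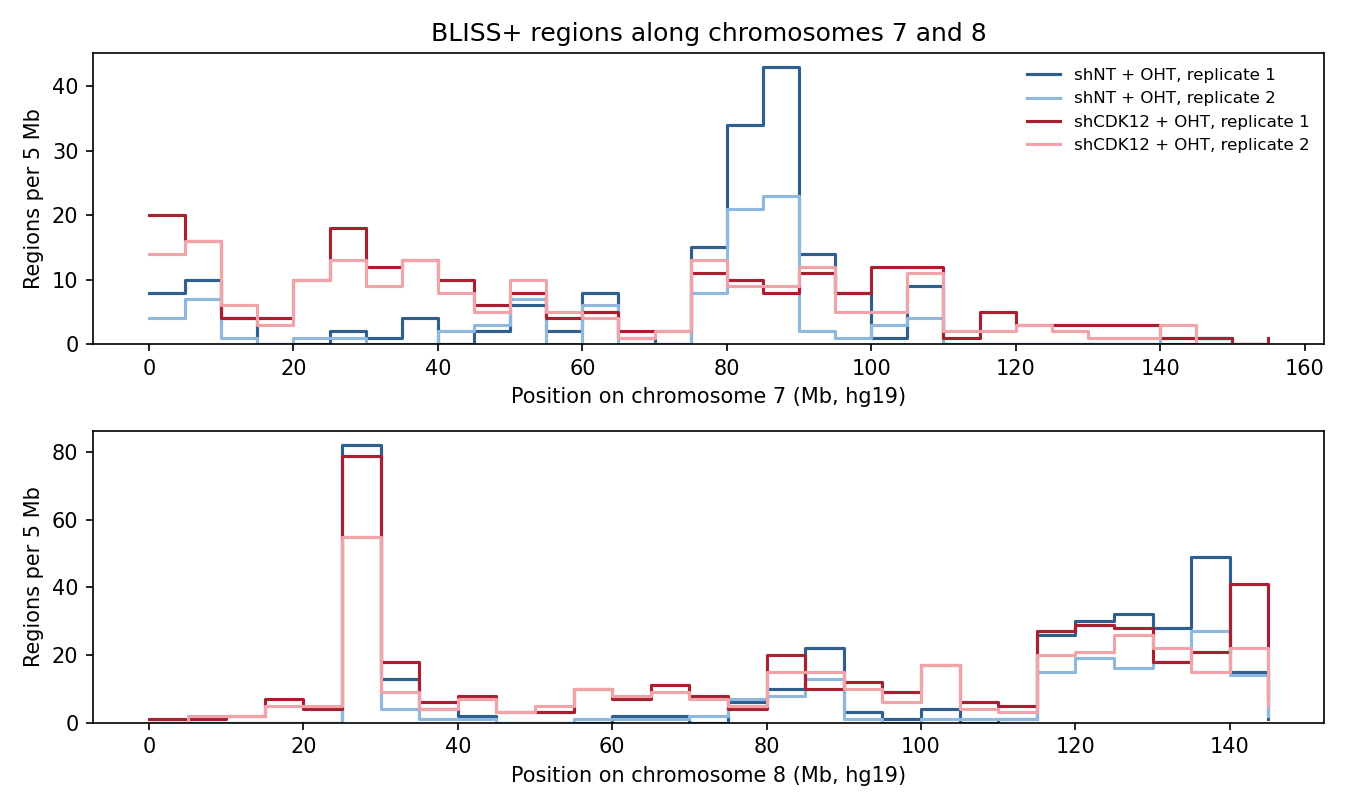
BLISS+ regions per 5 Mb window along chromosomes 7 and 8 (hg19, Mb), with 1 line per library. From 80 to 90 Mb on chromosome 7 the shNT+OHT replicates hold 77 and 44 regions and the shCDK12+OHT replicates 18 and 18, whereas from 25 to 30 Mb on chromosome 8 the libraries hold 82, 55, 79 and 55.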

Values the study reported

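The study counted 24 BLISS+ regions before and 1856 after MycER activation in shNT cells, with the replicates of a condition joined by their union and coordinates converted to hg38. In that analysis 24% of the regions found after MycER activation overlapped an early replicated region and 36% a gene transcribed in S phase. These fractions have no counterpart among the comparisons above.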

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

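The computations on the 8 chromosomes listed in all libraries, and the shifts of 20 kb to 2 Mb, were chosen after the data had been seen; the other alternatives were planned. Over 14 results and 123 alternatives, 119 kept the direction and the side of the threshold, 2 became weaker and 2 reversed. For the comparisons of library values, whose exact tests cannot pass a threshold of 0.05, only the direction was assessed.

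The reversals both concern mean region width, where shCDK12+OHT exceeded shNT+OHT by 0.477 kb. The difference was 0.105 kb after merging across gaps of up to 10 kb, -1.32 kb after merging across gaps of up to 50 kb, and -0.969 kb among regions of at least 4 kb. Wide merging joins clustered regions, and shNT+OHT regions were the more clustered ones at equal list size. Merging plays no part in the reversal among regions of at least 4 kb. The cause was not tested for either reversal. The log2 ratio of region numbers stayed between 1.47 (8 chromosomes in common) and 3.21 (regions of at least 4 kb), and that of covered length between 1.75 and 2.99 under the same alternatives.

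The distribution over chromosomes no longer differed between replicates on the 8 chromosomes in common: V fell to 0.0490 in shNT+OHT and 0.0405 in shCDK12+OHT. The alternative itself removes the chromosomes that are absent from single lists. Between groups V was 0.234 there.

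Leaving out libraries gave log2 ratios from 1.79 to 2.38 for the number of regions and from 2.00 to 2.67 for covered length, width differences from 0.342 to 0.612 kb, V between groups from 0.292 to 0.351, and clustering differences from -32.5 to -29.8 percentage points. The share of shNT+OHT regions touched by shCDK12+OHT ranged from 30.9 to 47.7%. The share of shCDK12+OHT regions touched by shNT+OHT ranged from 6.53% (without shNT+OHT replicate 1) to 14.5%.

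Chance overlap depended on how it was drawn. Shifts of 20 kb to 2 Mb, which keep regions in their neighbourhood, raised it from 0.994 to 2.32% for shNT+OHT regions touched by shCDK12+OHT and from 0.308 to 0.701% in the other direction, and the observed shares stayed above every shift. Among regions found in both replicates, the 2 shares were 54.6 and 5.41%.

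In window counts, same-numbered replicates did not deviate together: over 5 Mb windows the correlation of their deviations was -0.0101 (-0.0183 over 2 Mb windows and 0.0476 over 10 Mb windows). In library values, replicate 1 exceeded replicate 2 in both groups: 1192 against 788 regions in shNT+OHT and 4581 against 3650 in shCDK12+OHT. Covered length, mean width and clustering had the same order. With 2 pairs such an order can arise by coincidence, so a shared effect of replicate number is neither shown nor excluded. With the replicate number as a block, the log2 ratio was 2.08 for the number of regions and 2.32 for covered length, the width difference 0.477 kb and the clustering difference -31.1 percentage points, at the smallest p-value that an exact test of 2 pairs allows, 0.5. With the block, V between groups was 0.321, and 0.238 on the 8 chromosomes in common.

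The share of regions at promoters and the GC content were not run, because a genome and annotation of hg19 were not used here. Unknown depth limits every comparison of numbers, since a library of higher yield passes a fixed threshold in more bins. It also limits comparisons of chromosome shares and of clustering, since the added bins need not be spread like the others.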

Other observations

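Of the tests in this part, that of new shCDK12+OHT regions in the dense windows of shNT+OHT was set out before its result was seen, and the others only afterwards. Patterns were found and tested on the same 4 lists, so each explanation is a hypothesis.

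Whole chromosomes were missing from the shNT+OHT lists in a pattern that differed between replicates. Replicate 1 listed no region on 5 chromosomes where replicate 2 listed 160, among them 65 on chromosome 5. Replicate 2 in turn listed none on 5 chromosomes where replicate 1 listed 168, among them 62 on chromosome 17. On the 8 chromosomes listed in both, the ratio of replicate 1 to replicate 2 ran from 1.29 to 1.84. With a lower yield of the library as the cause, few regions would be expected on the missing chromosomes. Taking for each replicate the end of this range that gives the fewest regions, 298 regions would be expected in all on the 10 missing ones, against 0 listed. A candidate explanation is that whole chromosomes were dropped when the lists were made: among chromosomes listed in both replicates of a group, no ratio lay further than 1.46-fold from its median, so chromosomes were either absent or present at about the usual ratio. Which step would have dropped them is open, and no biological explanation was tested.

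Chromosomes 11, 12, 13 and 16 were absent from both shNT+OHT lists while holding 616 of the 5544 shCDK12+OHT union regions (11.1%). At the highest ratio of shCDK12+OHT to shNT+OHT seen over 17 other chromosomes (9.23, on chromosome 20), 49.5 shNT+OHT regions per library would be expected there. The same loss of whole chromosomes may therefore extend to these 4, but a true lack of called regions in shNT+OHT cannot be told apart from it, because no shNT+OHT library lists them. It follows that part of the 4836 regions listed in shCDK12+OHT only lies on chromosomes without any listed shNT+OHT region.

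Regions of shNT+OHT were concentrated in a few 5 Mb windows of the chromosomes in common. The 10 densest windows of replicate 1 held 39.2% of its regions (95% Wilson interval 36.2 to 42.2) on 3.68% of the length, and the same windows held 37.9% (34.2 to 41.8) in replicate 2, which played no part in choosing them. In shCDK12+OHT they held 11.6 and 12.4%. In numbers, they held 401 and 238 regions in shNT+OHT replicates 1 and 2. The counts in shCDK12+OHT, 296 and 254, lay between these. Extra copies of these segments in the cell line could raise the UMIs per bin there and bring more bins past a fixed threshold. New regions of shCDK12+OHT, which touch no shNT+OHT region, should then also crowd into these windows. They did so to a lesser degree: 180 of 2517 (7.15%, 6.21 to 8.22) lay there, above the share of length. Copy number was not measured here, and segments prone to breaks after MycER activation in both cell populations would give the same pattern, so a biological explanation stays open as well.

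The rise in shCDK12+OHT was broad but not uniform on the 8 chromosomes listed in all libraries. Of 200 windows of 5 Mb there with at least 10 regions over the 4 libraries, 163 held more regions in both shCDK12+OHT libraries than in either shNT+OHT library and 9 held fewer. In 6 of these 9 windows the covered bins were fewer as well, so that merging of neighbouring bins does not account for the lower number. In shCDK12+OHT, higher library yield alone would lower no window beyond counting noise, and 1000 simulations with the same profile in every library gave at most 3 lower windows. The simulations used the 5 Mb windows and treat regions as independent, which clustered regions are not. They also let yield raise every window by the same factor. Under a fixed threshold the rise can differ between dense and sparse windows, so noise may lower more windows than simulated. The number of lower windows depended on window size: it was 19 of 215 at 2 Mb and 2 of 129 at 10 Mb. Given these limits, the 6 windows of 5 Mb with fewer regions and bins argue only weakly against yield as the whole cause of the difference between groups. A contribution of yield to the rise in number may remain, since depth is unknown.

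The longest stretch of lower windows ran from 80 to 90 Mb on chromosome 7, where shNT+OHT listed 77 and 44 regions (86 and 47 covered bins) and shCDK12+OHT listed 18 and 18 (31 and 31 covered bins). The mean of covered bins in shCDK12+OHT was 0.466 of that in shNT+OHT. If the yield in shCDK12+OHT was no lower than in shNT+OHT, extra copies shared by both cell populations would leave at least as many bins there. Such copies could then not alone produce this decrease, but depth is unknown. The stretch was also picked for its lower counts, so the ratio is not an independent test. A window on chromosome 8 from 135 to 140 Mb also fell, from 58 and 31 covered bins to 29 and 22, whereas the dense window from 25 to 30 Mb on the same chromosome held 82, 55, 79 and 55 regions in the 4 libraries. A copy number that differs between the shNT and shCDK12 populations, or a break landscape that shifts with CDK12 silencing, may underlie the decrease on chromosome 7, and these lists hold no measurement that separates them.

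Chromosome Y held 4 regions, all in shCDK12+OHT replicate 1: 13458001 to 13460000, 13850001 to 13852000, 58972001 to 58980000 and 59002001 to 59004000 (hg19). They were singled out after their values were seen. The other 3 lists hold no region on this chromosome, and no explanation was tested.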
